A study of Danio rerio with 16 samples.

How the data were processed

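Nuclei were isolated from frozen adult zebrafish hearts with a kit for nuclei, and libraries were made with a 10x Chromium kit that counts RNA at its 3 prime end, per the labels' protocols. The values deposited are raw UMI counts per gene and barcode, made with cellranger 7.0.0 per the file headers. The genome build, the annotation, the treatment of introns and the rule for calling cells are not given in the sources used here. The labels list 16 samples, 4 per group, but the authors' counts come as 1 matrix per group whose barcodes carry no sample. Whether the 4 samples of a group are sequencing lanes of 1 library is not given in the sources used here. Each group was therefore treated as 1 sample, the group of each matrix rests on its name alone, and no test, p-value, standard error or count of changed genes is given.

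The gene tables differed between genotypes, with 25432 genes in both WT tables and 27758 in both mutant tables. Of 25419 gene IDs in every table, 25395 had the same symbol throughout. These made 24753 symbols, of which 511 had 2 or more IDs and were summed. UMIs on these genes made up 99.9%, 100.0%, 90.3% and 90.8% of all UMIs in the libraries labelled WT UI, WT 3 dpa, mutant UI and mutant 3 dpa. CPM was computed over these genes. Genotype therefore cannot be separated from the gene table, and the libraries of the 2 genotypes shared 0 barcodes, against 136 shared by the WT pair and 133 by the mutant pair. Genes that overlap or resemble one another can be counted differently in the 2 tables.

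Barcodes with at least 500 UMIs and at most 5% mitochondrial UMIs were kept, which removed most barcodes of the library labelled mutant UI (9932 of 35484 passed both filters, before doublet removal). Doublets were scored per library with scrublet in scanpy 1.11.5. Its automatic threshold marked 1, 1, 2 and 0 barcodes and had not worked, so the 6% with the highest scores in each library were removed instead (496, 716, 808 and 577 called), which departs from the design fixed in advance. Counts were scaled per nucleus and log-transformed, 2000 variable genes and 30 principal components were taken over the 4 libraries together without batch correction, and nuclei were clustered with Leiden (leidenalg 0.10.2, 15 neighbours, resolution 1, seed 0). Clusters under 20 nuclei were left out.

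Clusters were named "-like" from marker genes fixed before the data were examined, as were the gene lists, the named-gene rule, the comparisons and 14 of the 17 alternatives. The rule for scoring the markers was not fixed, and it was revised several times after the clusters had been seen. In its final form, cardiomyocyte-like clusters needed 3 raised markers and a score of at least 0.6 of the highest cluster's, measured against the 10th percentile over clusters. Other classes needed 3 raised markers and a mean log2 excess of 1.5 over the cluster median. Clusters that met both, or whose 10 leading genes held more markers of another class, stayed unnamed. They held 31.3%, 28.3%, 4.20% and 4.23% of nuclei in the order WT UI, WT 3 dpa, mutant UI and mutant 3 dpa. Cluster 4, at 0.571 just under the cardiomyocyte score, held 1678 nuclei of WT 3 dpa and 147 or fewer of each other library. Stress or immune genes were among the leading genes of some named clusters: *bag3* in cardiomyocyte-like cluster 2 and *hmox1a* in macrophage-like cluster 18. Unnamed cluster 11 had the highest cardiomyocyte score, held 836 nuclei of WT UI, and had *atf3*, *xirp1* and *nr4a3* among its leading genes. Its nuclei are outside the list and gene ratios. At Leiden resolution 2 a cluster with *atf3* and *nr4a3* among its leading genes and 851 nuclei of WT UI was named cardiomyocyte-like. Genes of the outcome lists that were no class marker, mitochondrial genes and *zgc:158463* were then removed from the clustering, after a cluster rich in both cell cycle and cardiomyocyte genes had stayed unnamed. This changes the cell cycle results, and clustering with those genes was added as an alternative. Markers were used as written. The symbols *vmhc* and *vmhcl* stand for *myh7* and *myh7l* in RefSeq's synonyms, and the lists and named genes used the current symbols. Applying the current symbols to the markers removed most cardiomyocyte-like nuclei of the library labelled mutant UI, whose cluster 1 scored 0.618 with the markers as written and 0.593 under current symbols, against the threshold of 0.6. The markers were kept as written after class sizes, but before list values, had been seen, and the other choice is an added alternative. The lists without class markers are the remaining added alternative.

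UMIs were summed over the cardiomyocyte-like nuclei of each library (2667, 2174, 4346 and 5902 nuclei, with 5810956, 6543383, 5622387 and 7107882 UMIs on the shared genes). Log2 ratios of CPM + 10 were taken between libraries, a scale that understates the change of low genes. Single sums have exact Poisson intervals, shares have exact Clopper-Pearson intervals (a share of 0 also has the limit of 3 counts of the total), and ratios and list medians have intervals from 2000 Poisson draws, all at 95%. Lists kept genes with at least 20 UMIs over the 4 libraries, and each median was ranked among 10000 random lists of the same size matched on mean expression. Alternatives of a list median were judged against an exact binomial interval of the median over its genes, which are not replicates. Over 17848 genes the median log2 ratio was 0.08 in WT, -0.10 in the mutant, 0.12 for mutant over WT at UI and -0.05 at 3 dpa. To compare shares of nuclei with cell cycle UMIs, each nucleus was thinned to 500 UMIs. The free RNA measure is the haemoglobin share of UMIs in cardiomyocyte-like nuclei, as a percentage of that share over all barcodes of the library. It was 35.8%, 21.3%, 25.1% and 43.0%. All barcodes include erythrocyte-like and cardiomyocyte-like nuclei, and no profile of free RNA alone was used, so it is not a measured fraction of free RNA. Subtracting the profile of all barcodes at this rate was an alternative only. The subtraction takes the haemoglobin UMIs of these nuclei to about 0 by construction.

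Named genes were *cited4a*, fixed representatives, the 3 highest and 3 lowest ratios per comparison, and the 2 most abundant members of each list. For the extremes, genes needed 1 ID, at least 100 UMIs in the pair, and a CPM in no other class above 5 times their higher cardiomyocyte-like CPM.

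On simulated counts for the real genes, with 200 genes changed, the signs of 100% of changed genes were recovered in each of the 4 comparisons. The intervals checked there were exact ones, for log2 ratios with nothing added to the CPM. They covered the true value for 96.5% of changed genes in WT (8446 genes) and 98.0% in the mutant (9110 genes). Coverage was 96.5% at UI (8576 genes) and 96.5% at 3 dpa (9157 genes). The intervals from Poisson draws, which the ratios and list medians carry, were not tested on simulated counts. Of 200 random lists, 4.0%, 5.0%, 4.5% and 6.0% fell outside the central 95%. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0.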

Results

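Single-nucleus RNA sequencing was carried out on adult zebrafish (*Danio rerio*) hearts of wild-type (WT) fish and of *cited4a* mutants. Hearts were taken without injury (UI) or 3 days after amputation of about 20% of the ventricle (3 dpa). The 4 groups had 4 samples each in the labels, and whether these are separate libraries or sequencing lanes of 1 library is not given in the sources used here. The counts of each group were in 1 matrix, so each group is 1 sample here. No comparison below has a replicate check, and intervals at 95% cover counting error only. The matrix labelled WT UI held 8309 barcodes and 16447437 UMIs (unique molecular identifiers), and that labelled WT 3 dpa held 12167 barcodes and 20202133 UMIs. The matrix labelled mutant UI held 35484 barcodes and 24511414 UMIs, and that labelled mutant 3 dpa held 12360 barcodes and 12984219 UMIs. Median UMIs per barcode were 1721, 966, 462 and 732 in that order, and the median mitochondrial share was 0.576%, 2.06%, 5.20% and 1.70%. After filtering, 7682, 9767, 9323 and 8573 nuclei were kept. Libraries are named by their labels throughout, because several measures ran in opposite directions in the pairs of the 2 genotypes; every direction given as injured against uninjured, and every ratio of mutant over WT, rests on those labels.

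The targeted gene, *cited4a* (ENSDARG00000035990), was examined first in every library. Nuclei called cardiomyocyte-like from fixed marker genes gave 202 CPM (UMI counts scaled to a common library total; 95% exact Poisson interval 191 to 214) in the library labelled WT UI, from 1174 UMIs. The library labelled WT 3 dpa gave 75.2 CPM (68.7 to 82.1; 492 UMIs). The library labelled mutant UI gave 35.6 CPM (30.8 to 40.9; 200 UMIs), and the library labelled mutant 3 dpa gave 399 CPM (385 to 414; 2837 UMIs). The log2 ratio of CPM + 10, labelled 3 dpa over UI, was -1.32 (-1.45 to -1.18) in WT and 3.17 (3.00 to 3.34) in the mutant. The ratio of mutant over WT was -2.22 (-2.39 to -2.04) between the libraries labelled UI and 2.26 (2.14 to 2.39) between those labelled 3 dpa. Requiring 1000 UMIs per nucleus moved the UI ratio the most, to -1.71. Over all barcodes, before any filter or class, the values were 153, 51.8, 28.9 and 357 CPM in the order above. Other classes carried its UMIs too, with 61.7, 35.9, 20.0 and 248 CPM in endothelial or endocardial-like nuclei and 58.7 (from 4 UMIs), 24.1, 24.9 and 223 CPM in erythrocyte-like nuclei. Mural or smooth muscle-like nuclei labelled mutant 3 dpa gave 662 CPM (415 to 1002; 22 UMIs), above the cardiomyocyte-like value. In these classes expression was not separated from free RNA. In the library labelled mutant UI the cardiomyocyte-like interval (30.8 to 40.9) overlapped that of erythrocyte-like nuclei (16.4 to 36.3), and macrophage-like nuclei gave 52.9 CPM (40.1 to 68.6). For the library labelled mutant 3 dpa the cardiomyocyte-like interval was 385 to 414. It overlapped those of macrophage-like (233 to 399), fibroblast or epicardial-like (247 to 398) and thrombocyte-like nuclei (189 to 538). It lay above those of endothelial or endocardial-like (222 to 277) and erythrocyte-like nuclei (145 to 326). The cardiomyocyte-like values of both mutant libraries, on which the ratios 3.17, -2.22 and 2.26 rest, are therefore not read as above background. WT intervals overlapped those of some small classes too, as neutrophil-like nuclei (45.7 to 648 in WT UI, 0 to 170 in WT 3 dpa). They lay above those of macrophage-like nuclei (78.2 to 122 and 42.3 to 66.2). Overlap with wide intervals from few UMIs leaves the question open. Over all barcodes, sums that free RNA within a library leaves unchanged, the same ratios were 3.24, -2.06 and 2.57. The labels do not describe the allele, and a mutant transcript can still be counted, so the level of *cited4a* RNA does not check the genotype of a library.

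**Figure D1:**
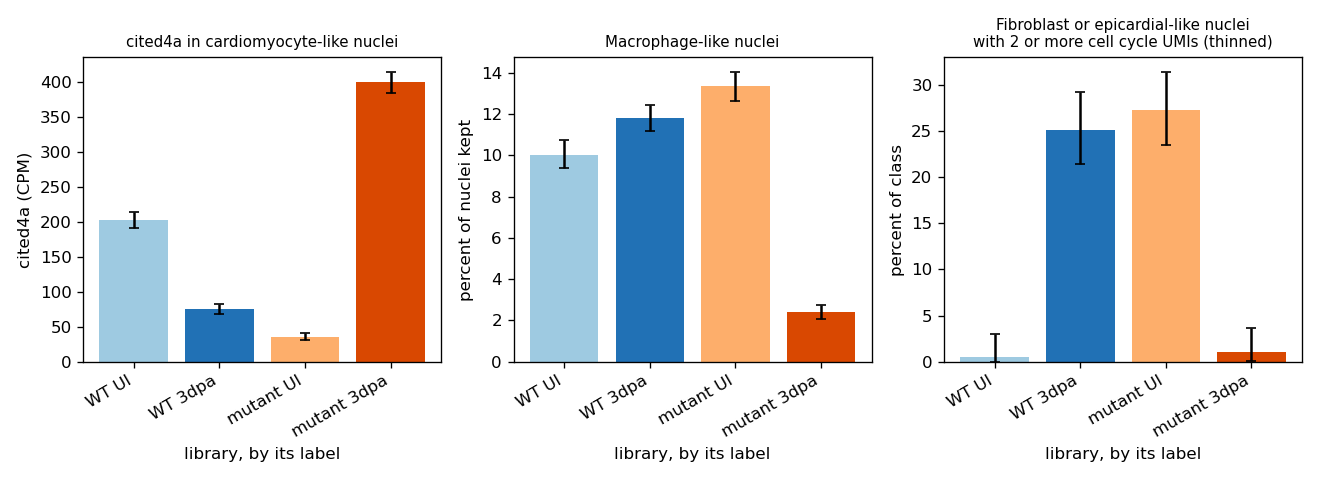
Bars show each library by its label (x axis) with 95% counting intervals: *cited4a* in cardiomyocyte-like nuclei (CPM), macrophage-like nuclei (percent of nuclei kept), and fibroblast or epicardial-like nuclei with 2 or more cell cycle UMIs after thinning (percent of the class). In WT the library labelled 3 dpa exceeded that labelled UI in the macrophage-like share (11.79% against 10.0%) and the cell cycle share (25.2% against 0.541%), and in the mutant both were lower in the library labelled 3 dpa (2.40% against 13.3%, and 1.03% against 27.3%).

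The composition of the nuclei was compared between uninjured and injured labels within each genotype. Macrophage-like nuclei made up 10.0% (95% Clopper-Pearson interval 9.37 to 10.7) of nuclei in the library labelled WT UI and 11.79% (11.2 to 12.5) in that labelled WT 3 dpa, a difference of 1.76 percentage points. In the mutant the share was 13.3% (12.7 to 14.1) in the library labelled UI and 2.40% (2.09 to 2.75) in that labelled 3 dpa, a difference of -10.9 points. Requiring 1000 UMIs per nucleus moved the WT difference the most, to 6.04 points. Different clusters held the largest part of the class: cluster 22, with *marco* and *slc7a7* among its leading genes, held 318 of the 771 nuclei labelled WT UI. Cluster 14, with 5 raised markers, held 264 of them, and no macrophage marker was among its 10 leading genes. With mutant UI clustered by itself, a cluster sharing its leading genes *BX004816.2* and *rap1gap2b* was named T or NK lymphocyte-like. The name of cluster 14 is therefore less certain. Cluster 5, led by *mrc1b* and *csf1ra*, held 707 of 1152 in WT 3 dpa, 801 of 1244 in mutant UI and 158 of 206 in mutant 3 dpa. Fibroblast or epicardial-like nuclei made up 2.41%, 5.05%, 5.38% and 2.26% in the libraries labelled WT UI, WT 3 dpa, mutant UI and mutant 3 dpa. Erythrocyte-like nuclei made up 0.820%, 11.1%, 12.4% and 2.08% in the same order, and lay in different clusters: cluster 31 held 37 of 63 in WT UI, cluster 10 held 951 of 1089 in WT 3 dpa, and cluster 8 held 1140 of 1158 in mutant UI. Cluster 31 shared *flt1*, *adam12*, *doc2b*, *dchs1a* and *tmem88b* with the leading genes of endothelial or endocardial-like cluster 3, so its name is less certain. With each library clustered by itself the erythrocyte-like shares were 1.09%, 8.11%, 0% and 13.3%, which reversed the direction in the mutant. There a cluster of 430 nuclei labelled mutant UI, led by haemoglobin genes, stayed unnamed. Of the 1136 nuclei behind the 13.3%, 676 lay in a cluster with *hbaa1*, *hbba1* and ribosomal protein genes among its leading genes. That cluster had the highest cardiomyocyte score of its library. The other 5 alternatives that clustered anew and named the class kept the direction, with 4.81% against 0.198% in the mutant at Leiden resolution 2. Neutrophil-like nuclei were 13 of 7682 (0.169%; 0.0901 to 0.289) in the library labelled WT UI and 19 of 9767 (0.195%; 0.117 to 0.304) in WT 3 dpa, a difference not detectable at this depth. They were 332 of 9323 (3.56%) in the library labelled mutant UI and 0 of 8573 in that labelled mutant 3 dpa, which allows a share of up to 0.0350% (3 counts of the total; exact interval 0 to 0.0430). With equal numbers of nuclei per library, neutrophil-like nuclei were 40 of 7682 (0.521%) in WT UI and 30 (0.391%) in WT 3 dpa. The nuclei with the most UMIs were kept, which left out the shallowest of every library but WT UI. The WT direction was reversed there, with overlapping intervals (0.372 to 0.708 and 0.264 to 0.557). In the same setting, 270 of 7682 nuclei labelled mutant UI (3.51%) and 3 labelled mutant 3 dpa (0.0391%) were neutrophil-like.

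Cardiomyocyte-like nuclei made up 34.7% (33.7 to 35.8) in the library labelled WT UI, 22.3% (21.4 to 23.1) in WT 3 dpa, 46.6% (45.6 to 47.6) in mutant UI and 68.8% (67.9 to 69.8) in mutant 3 dpa. Labelled 3 dpa minus UI was -12.5 points in WT and 22.2 points in the mutant, and mutant minus WT was 11.9 points at UI and 46.6 points at 3 dpa. These shares depended on thresholds for naming clusters that were set after the clusters had been seen. A further 7 clusters passed the cardiomyocyte marker threshold but stayed unnamed because of markers of another class, and held 31.0%, 11.1%, 2.63% and 3.88% of nuclei in the order WT UI, WT 3 dpa, mutant UI and mutant 3 dpa. With them the shares were 65.7%, 33.4%, 49.2% and 72.7%, which reversed the difference between genotypes at UI. That difference was also reversed, to -26.8 points, when the markers were read under their current symbols. Most cardiomyocyte-like nuclei of each library lay in a cluster of its own: cluster 2 held 2524 in WT UI, cluster 7 held 1371 in WT 3 dpa, cluster 1 held 3614 in mutant UI and cluster 0 held 4995 in mutant 3 dpa. Values within the class therefore compare these clusters as well as the groups.

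The series title concerns cardiomyocyte proliferation and dedifferentiation, and gene lists for both were compared in cardiomyocyte-like nuclei. For the cell cycle list (81 genes used), the median log2 ratio of CPM + 10, labelled 3 dpa over UI, was 0.42 (0.38 to 0.47) in WT, with 78 genes above 0. It lay at percentile 100 among 10000 random lists matched on mean expression, whose median was 0.08. In the mutant the median was -0.43 (-0.48 to -0.39), with 80 genes below 0, at percentile 0 against a random median of -0.08. Mutant over WT was 0.45 (0.39 to 0.49) between libraries labelled UI and -0.42 (-0.48 to -0.39) between those labelled 3 dpa, at percentiles 100 and 0. A pseudocount of 1 moved these medians the most, to 1.53 in WT and -1.50 in the mutant. The list rested on few UMIs, 1107 in WT UI, 4744 in WT 3 dpa, 4034 in mutant UI and 1433 in mutant 3 dpa, summed over its genes.

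For the injury-border list (29 genes, of which 3 are also class markers), the median of labelled 3 dpa over UI was 0.04 (-0.03 to 0.08) in WT, at percentile 57.1, so the list as a whole showed no shift. Depth was not the limit, with 166563 UMIs in WT UI and 178478 in WT 3 dpa. Its genes were split, 15 above 0 and 14 below, from 4.14 for *ankrd1a* to values such as -0.74 for *myh7bb*. The middle gene was *xirp1* in WT and in the mutant, so its values below repeat these medians. The sign of the WT median was kept in 7 of 15 alternatives. In the mutant the median was -0.76 (-0.90 to -0.70), with 24 genes below 0 and percentile 0. Mutant over WT was -0.06 (-0.13 to 0.01) at UI and -0.74 (-0.94 to -0.69) at 3 dpa.

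**Figure D2:**
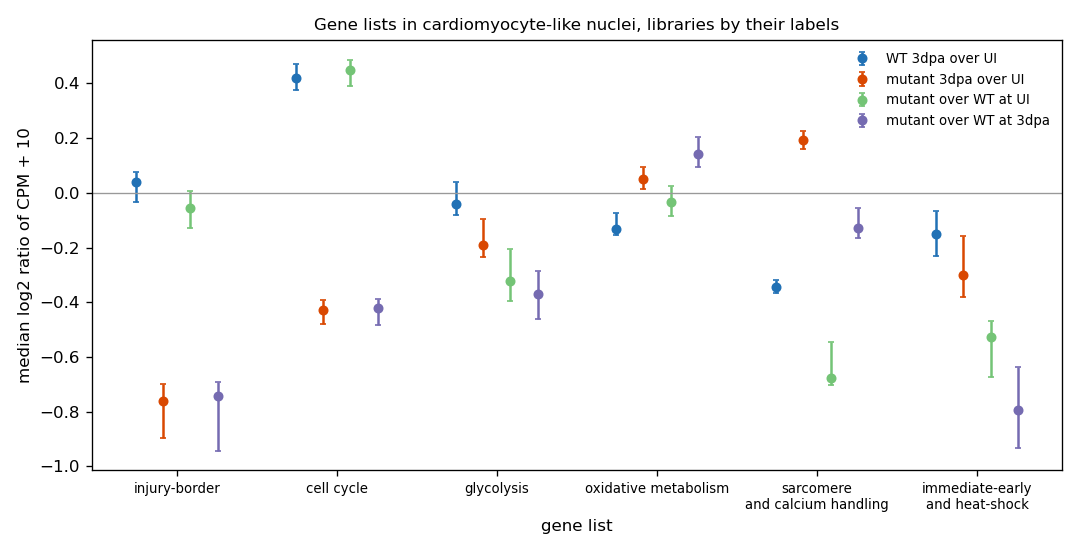
Points show the median log2 ratio of CPM + 10 (y axis) of 6 gene lists (x axis) in cardiomyocyte-like nuclei for 4 ratios of libraries by their labels, with 95% counting intervals. The cell cycle list lay at 0.42 in WT and -0.43 in the mutant, and the sarcomere list at -0.35 and 0.19; both kept these signs under every alternative run, while the oxidative metabolism list (-0.13 and 0.05) did not.

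Further lists described the state of these nuclei. The sarcomere and calcium handling list had a median of -0.35 (-0.37 to -0.32) in WT and 0.19 (0.16 to 0.23) in the mutant, labelled 3 dpa over UI, and of -0.68 and -0.13 for mutant over WT at UI and 3 dpa. Of its 31 genes used, 15 helped to define the class; without class markers the 4 medians were -0.29, 0.12, -0.61 and -0.10. The oxidative metabolism list (77 genes) gave -0.13 (-0.15 to -0.07) in WT and 0.05 (0.01 to 0.09) in the mutant. Its WT value became 0.04 when up to 10% mitochondrial UMIs were allowed, and its mutant value -0.05 at 1000 UMIs per nucleus. Mutant over WT was -0.03 at UI and 0.14 at 3 dpa for this list. The glycolysis list (40 genes) gave -0.04 (-0.08 to 0.04) in WT and -0.19 (-0.23 to -0.09) in the mutant, and -0.32 and -0.37 for mutant over WT. Immediate-early and heat-shock genes (31 genes) gave -0.15 (-0.23 to -0.07) in WT, -0.30 (-0.38 to -0.16) in the mutant, and -0.53 and -0.79 for mutant over WT at UI and 3 dpa. The list of CITED family genes and partners (14 genes, *cited4a* included) gave 0.19, -0.03, -0.02 and 0.25 in the same order of ratios.

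The injury ratio of each list was then compared between genotypes, as the mutant median minus the WT median. The difference was -0.85 for the cell cycle list, -0.80 for the injury-border list, 0.54 for the sarcomere list, 0.18 for oxidative metabolism, -0.15 for glycolysis, -0.15 for immediate-early genes and -0.22 for the CITED list. With 1 library per group no difference has an error between animals, and the sizes, signs and order of these differences all rest on which mutant matrix carries which label. The signs for the cell cycle, injury-border and sarcomere lists were the same in all 14 alternatives with a value. The oxidative metabolism difference reversed to -0.04 when up to 10% mitochondrial UMIs were allowed, the glycolysis difference became 0.09 under current marker symbols, and the immediate-early difference became 0.08 without doublet removal. TMM (trimmed mean of M-values) scaling moves the WT ratios down and the mutant ratios up whatever the gene, so it raised all these differences, to 0.18 for glycolysis and 0.19 for immediate-early genes. The CITED difference changed sign (0.13) under TMM alone, so its sign depends on the scaling. Over resampled genes, which are not replicates, the intervals of the CITED (-0.45 to 1.23), glycolysis (-0.45 to 0.12) and immediate-early (-0.50 to 0.29) differences contained 0. Those of the other lists did not.

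The share of cardiomyocyte-like nuclei with 2 or more cell cycle UMIs was measured after thinning each nucleus to 500 UMIs, which left out 0 nuclei. It was 0.675% (18 of 2667 nuclei; 0.400 to 1.06) in the library labelled WT UI and 4.55% (99 of 2174; 3.72 to 5.52) in WT 3 dpa. It was 5.09% (221 of 4346; 4.45 to 5.78) in mutant UI and 0.695% (41 of 5902; 0.499 to 0.941) in mutant 3 dpa. Without thinning the shares were 7.05%, 28.7%, 14.0% and 3.24%, at median depths of 1998, 2719, 1214.5 and 1052 UMIs. Thrombocyte-like nuclei were set beside them for free RNA. They gave 6.90%, 5.65%, 7.26% and 0 of 75 nuclei, at median depths of 597, 821, 660.5 and 569 UMIs. The 6.90% rests on 2 of 29 nuclei (0.846 to 22.8). The count of 0 allows up to 4% by 3 counts of the total (exact interval 0 to 4.80). Erythrocyte-like nuclei gave 11.1%, 24.1%, 8.29% and 2.81% at 803, 701, 791.5 and 573.5 UMIs. The 11.1% rests on 7 of 63 nuclei. Of these 63, 37 lay in cluster 31, which shared leading genes with an endothelial or endocardial-like cluster. The cardiomyocyte-like shares were at or below these values, or within the limit of a count of 0, so they are not read as cycling cardiomyocytes. In WT UI other classes gave lower values. Fibroblast or epicardial-like nuclei gave 0.541% (1 of 185; 0.0137 to 2.97) and mural or smooth muscle-like nuclei 0.637% (1 of 157; 0.0161 to 3.50). Both intervals contain the cardiomyocyte-like 0.675%. Neither thrombocyte-like nor erythrocyte-like nuclei were shown to lack cycling nuclei, so how much of the cardiomyocyte-like shares is free RNA stays open. When each library was clustered by itself, a cardiomyocyte-like cluster of 22 nuclei labelled WT 3 dpa, at 7.06 times the median UMIs of that library, had *diaph3*, *prim2* and *top2a* among its leading genes. With the list genes kept in the clustering, a cluster with *diaph3*, *top2a* and *ankrd1a* among its leading genes stayed unnamed and held 0, 49, 113 and 5 nuclei in the order WT UI, WT 3 dpa, mutant UI and mutant 3 dpa. Fibroblast or epicardial-like nuclei, in contrast, gave 0.541% (1 of 185), 25.2% (124 of 493), 27.3% (137 of 502) and 1.03% (2 of 194), at 853, 1441, 1038 and 912.5 UMIs; unthinned shares were 2.70%, 52.3%, 44.8% and 3.61%. Of those nuclei, cluster 12 (led by *col12a1b* and *col11a1b*) held 407 in WT 3 dpa and 445 in mutant UI, and cluster 17 (*tbx18*, *wt1a*) held 182 in WT UI and 192 in mutant 3 dpa.

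Representative genes fixed in advance were compared in cardiomyocyte-like nuclei as log2 ratios of CPM + 10, labelled 3 dpa over UI. *mki67* (ENSDARG00000091150) was 0.83 (0.61 to 1.06; 77 against 13 UMIs) in WT and -0.91 (-1.12 to -0.69; 10 against 64) in the mutant. *top2a* (ENSDARG00000024488) was 1.47 in WT and -1.05 in the mutant, and *pcna* (ENSDARG00000054155) 0.29 and -0.59. *ankrd1a* (ENSDARG00000075263) was 4.14 (3.97 to 4.32; 224 against 3.27 CPM) in WT and -2.80 (-2.95 to -2.65; 0.703 against 64.7 CPM) in the mutant. *myh7* (ENSDARG00000079564; *vmhc* in older nomenclature) was 1.48 and -1.59. *nppa* (ENSDARG00000052960) was -0.30 and -1.23. *nppb* (ENSDARG00000052958) was 0.33 in WT, but -0.36 without doublet removal, and -4.74 in the mutant. *xirp1* (ENSDARG00000030722) was 0.04 (-0.01 to 0.09) in WT, a difference within counting error, and -0.76 in the mutant. The WT value depended on the settings: its sign was kept in 5 of 13 alternatives, from -0.72 without doublet removal to 0.32 with free RNA subtracted. *myl7* (ENSDARG00000019096), a class marker, was -0.56 and 0.78. *egr1* (ENSDARG00000037421) rested on 29 against 11 and 14 against 42 UMIs, with ratios of 0.28 and -0.55. In other classes it reached 175 CPM (mural or smooth muscle-like, WT pair) and 294 CPM (fibroblast or epicardial-like, mutant pair). Its higher cardiomyocyte-like values were 4.43 and 7.47 CPM. For *mki67* in both pairs and *pcna* in the WT pair, another class also exceeded 5 times the higher cardiomyocyte-like CPM. That limit was applied to the extremes alone, so RNA from other classes stays open for these genes. *hbba1*, a haemoglobin gene summed over its IDs ENSDARG00000089087 and ENSDARG00000097238, was 1.57 in WT and -2.96 in the mutant. Its CPM in erythrocyte-like nuclei reached 8296 in the library labelled mutant UI, against 1236 in cardiomyocyte-like nuclei there.

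Among genes with at least 100 UMIs in the pair of libraries compared, those with the most extreme ratios were named. In WT the highest were *ankrd1a* (above), *magi3b* (ENSDARG00000025974; 3.22) and *adam8a* (ENSDARG00000001452; 2.79, from 409 against 3 UMIs), and the lowest *CABZ01118738.1* (ENSDARG00000099464; -2.99), *coro2a* (ENSDARG00000005210; -2.11) and ENSDARG00000115505 (-2.06). In the mutant the highest were *fkbp5* (ENSDARG00000028396; 5.02), *sbk3* (ENSDARG00000057687; 4.24) and *stk17al* (ENSDARG00000015922; 3.93), and the lowest *nppb*, *rrad* (ENSDARG00000052011; -3.02) and *bcl2a* (ENSDARG00000094704; -2.88). For mutant over WT at UI, *BX323861.3* (ENSDARG00000110173; 7.32), *si:ch211-190k17.19* (ENSDARG00000095756; 4.72) and *magi3b* (4.25) were highest, and *nr4a3* (ENSDARG00000055854; -4.41), *coro2a* (-4.00) and *nr4a1* (ENSDARG00000000796; -3.76) lowest. For mutant over WT at 3 dpa, *BX323861.3* (6.33), *si:ch211-190k17.19* (3.47) and *mylk4b* (ENSDARG00000055412; 3.24) were highest, and *nppb* (-4.51), *ankrd1a* (-4.45) and ENSDARG00000057911 (-4.41) lowest. In WT, *adam8a* fell to 0.72 at 1000 UMIs per nucleus and *ankrd1a* to 1.53 without doublet removal. Of the genes named here, *magi3b*, *adam8a*, *CABZ01118738.1*, *coro2a*, ENSDARG00000115505, *sbk3*, *stk17al*, *mylk4b*, *BX323861.3*, *si:ch211-190k17.19* and ENSDARG00000057911 were also among the leading genes of clusters 0, 1, 2 or 7. Their ratios are therefore not independent of how the nuclei were grouped. *ankrd1a* also led cluster 7, but took no part in the clustering.

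The most abundant members of each list served as examples, again as labelled 3 dpa over UI in WT and in the mutant. *diaph3* (ENSDARG00000090785) was 2.29 and -1.83 and *brip1* (ENSDARG00000074410) 0.77 and -0.76, both of the cell cycle list. Of the injury-border list, *myh7l* (ENSDARG00000079782) was -0.08 and 0.86 and *myh7bb* (ENSDARG00000035322) -0.74 and -0.44. Of the remaining lists, *pdk2a* (ENSDARG00000020876) was 0.65 and 0.69, *slc8a1a* (ENSDARG00000013422) -0.82 and 0.27, *gadd45ba* (ENSDARG00000027744) -1.72 and 2.04, and *bag3* (ENSDARG00000039486) -0.70 and 1.39. *gapdh* (ENSDARG00000043457; 0.08 and 0.24), *ppargc1a* (ENSDARG00000067829; -0.04 and 1.41), *ogdha* (ENSDARG00000034270; -0.16 and 0.51), *ttn.2* (ENSDARG00000028213; 0.09 and 0.16) and *hif1ab* (ENSDARG00000034293; 0.19 and -0.12) completed the examples. For *ppargc1a*, *ogdha*, *ttn.2* and *myh7l* the sign of the WT value reversed under 1 or more alternatives. For *gapdh* and *hif1ab* the WT sign changed under TMM alone, and the mutant sign also under others.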

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

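The tests of depth, of free RNA by class and by haemoglobin, of a difference in making or counting the genotypes' libraries, and of the gene *zgc:158463* were chosen only after the result was seen. The list, macrophage, fibroblast correlation and Poisson tests were chosen after *hbba1*, *mki67* and mitochondrial UMIs had been seen, but before their own results.

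Several measures moved in opposite directions in the genotypes, labelled 3dpa against UI. With 1 library per group none of these differences was tested. The mutant value minus the WT value was -0.85 (log2) for the cell cycle list, 0.18 for the oxidative metabolism list, 0.54 for the sarcomere and calcium handling list and 4.48 for *cited4a*, all in cardiomyocyte-like nuclei. The last rests on the levels in the libraries labelled mutant UI (35.6 CPM) and mutant 3dpa (399 CPM). Neither level is read as above background, and the WT intervals overlapped those of some small classes too, so the size of the *cited4a* difference in these nuclei is uncertain. It was -12.7 percentage points for the macrophage-like share, 34.7 for the cardiomyocyte-like share and -8.27 for the share of cardiomyocyte-like nuclei with 2 or more cell cycle UMIs, a share in which free RNA stays open. The oxidative metabolism difference changed sign under some alternatives (-0.04 when up to 10% mitochondrial UMIs were allowed), and the cardiomyocyte-like shares depend on how clusters were named. Haemoglobin, *mki67* and mitochondrial UMIs were also higher in the library labelled mutant UI than in that labelled mutant 3dpa.

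Technical explanations were weighed first. A difference in depth cannot be the whole cause: after thinning every nucleus to 500 UMIs, the share of fibroblast or epicardial-like nuclei with 2 or more cell cycle UMIs still differed by -26.3 points in the mutant, labelled 3dpa minus UI, against 24.6 points in WT. More free RNA in the library labelled mutant UI is excluded only as the whole cause of the cell cycle UMIs in fibroblast or epicardial-like nuclei. Free RNA reaches every class, yet their thinned share there, 27.3%, lay 20.0 points above that of thrombocyte-like nuclei, and its lower limit of 23.4% lay above the upper limit of each other class (19.3% or less). For cardiomyocyte-like nuclei, whose share was -2.18 points from that of thrombocyte-like nuclei, free RNA stays open. Over all classes of that library, 383 of 9323 nuclei held 3 or more cell cycle UMIs where a Poisson spread gives 116, a ratio of 3.31, but cycling nuclei of 1 class alone give such a spread, so this decides for no single class. For the haemoglobin UMIs the free RNA measure was lower in the library labelled mutant UI (25.1%) than in that labelled mutant 3dpa (43.0%). That measure rests on haemoglobin UMIs itself, and its denominator includes erythrocyte-like nuclei, so free RNA stays open there, as it does for the mitochondrial UMIs. The erythrocyte-like share was 12.4% against 2.08%, and higher in the library labelled mutant UI in every alternative that named the class but 1. With each library clustered by itself it was 0% against 13.3%. There a cluster of 430 nuclei labelled mutant UI, led by haemoglobin genes, stayed unnamed. Of the 1136 nuclei labelled mutant 3dpa, 676 lay in a cluster with the highest cardiomyocyte score of its library. The erythrocyte-like class is named from haemoglobin UMIs too, so its share does not decide.

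A candidate explanation is that the matrices labelled mutant UI and mutant 3dpa carry each other's label. It needed opposite directions in the genotypes, which the data could have failed to show. Over all nuclei, the median log2 ratio of a fixed list of injury response genes (35 used) was 0.92 in WT, with 31 genes above 0, and -0.79 in the mutant, with 33 below 0. The macrophage-like share changed by 1.76 points in WT and -10.9 points in the mutant. Across 3907 genes in fibroblast or epicardial-like nuclei, the WT and mutant ratios had a Pearson correlation of -0.59 (Spearman -0.54); genes are not independent replicates. All 3 are what exchanged labels would give. Other values ran the same way in both genotypes, labelled 3dpa over UI. In WT and in the mutant, the immediate-early list was -0.15 and -0.30, *nppa* -0.30 and -1.23 and *myh7bb* -0.74 and -0.44. The 2 most abundant genes of the immediate-early list were opposite, though (*gadd45ba* -1.72 and 2.04, *bag3* -0.70 and 1.39). The glycolysis list (-0.04 and -0.19) had no detectable direction in WT. Nor had the neutrophil-like share (0.169% and 0.195% in WT, 3.56% and 0% in the mutant). Exchanged labels with the same injury response in both genotypes would not give the same-way values. With a response that differs between genotypes they could, so these values do not count for exchanged labels and do not exclude them. A reversed or early response in the mutant, which the design names as a group, would give opposite directions too and stays open and untested. No comparison was computed with labels exchanged.

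The mutant over WT ratios are confounded with the gene tables and barcode sets. Across 11862 genes in cardiomyocyte-like nuclei, the ratio at UI and that at 3dpa had a correlation of 0.27. Libraries made or counted differently and a genotype effect both give a positive value, so these cannot be told apart here. This bears on *BX323861.3* and *si:ch211-190k17.19*, which were high in both mutant libraries.

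*CR383676.2* (ENSDARG00000099970) is listed in the mutant gene tables alone and so was outside every comparison. It took 8.05% of UMIs in the library labelled mutant UI and 7.21% in that labelled mutant 3dpa, more than any other gene there. One candidate explanation is that its UMIs are counted under *zgc:158463* in the WT tables. That gene took 4.85% of UMIs in WT 3dpa and 1.79% in WT UI, against 0.354% and 0.191% in the mutant libraries labelled UI and 3dpa. The difference runs with the gene table, but also with the genotype, so these cannot be told apart without the annotation, which was not used here. No biological explanation was tested.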

How the results depend on the processing

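The alternatives that kept the list genes in the clustering, left class markers out of the lists, or read markers under current symbols were chosen after seeing the data. No paired analysis was possible because each group has 1 matrix whose barcodes carry no sample, and for the same reason no replicate was left out in turn. Whether the 4 samples of a group are sequencing lanes of 1 library is not given in the sources used here. Below, "in WT" and "in the mutant" stand for labelled 3dpa against UI, and "between genotypes" for mutant against WT. Shares are in percentage points, and genes and list medians in log2.

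Under 17 alternative settings, 42 results of the comparisons gave 543 values. Of these, 427 lay within the interval of the main value, 110 lay outside it with the direction kept or not called, and 6 were reversed. Single genes and the CITED list (121 results) gave 1523 values, of which 864 lay within the counting or gene interval, 623 outside it and 36 were reversed. Of the last, the 2 of *hbba1* under free RNA subtraction are no result, as given below. *xirp1* in WT kept its sign in 5 of 13 alternatives (-0.72 to 0.32). Single genes changed in size too: in WT, *adam8a* ranged from 0.72 to 5.39 and *ankrd1a* from 1.53 to 5.72. The directions of *cited4a* were kept in each of 4 ratios, ranging from -1.52 to -1.04 in WT and from 2.82 to 3.62 in the mutant. Cell cycle list medians kept their direction too, from 0.17 to 1.53 in WT and from -1.50 to -0.27 in the mutant. Macrophage-like differences ranged from 1.33 to 6.04 in WT and from -14.4, where no cluster was named neutrophil-like, to -7.12 in the mutant. Omitting the filter on list genes, or leaving class markers out, moved no list of the comparisons beyond its interval. TMM factors shifted the log2 ratio of CPM by -0.21 in WT, 0.27 in the mutant, -0.36 for mutant over WT at UI and 0.12 at 3dpa, before 10 was added. With 10 added, low genes shifted less: the median over 17848 genes moved from 0.080 to 0.015 in WT and from -0.096 to -0.00036 in the mutant. A sign changed by TMM alone, as for the CITED genotype difference and for *gapdh* and *hif1ab* in WT, reflects this common shift and so depends on the scaling. Clustering each library singly named 0 cardiomyocyte-like nuclei in the library labelled mutant 3dpa, so ratios with that library have no value there. The values that moved beyond their interval or reversed follow by setting. Apart from the TMM shift, the cause was not tested.

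At 1000 or more UMIs per nucleus, the macrophage-like difference was 6.04 in WT and -8.71 in the mutant. The cardiomyocyte-like difference was -24.6 in WT, 26.9 in the mutant, reversed to -7.69 between genotypes at UI and 43.7 between genotypes at 3dpa. The cell cycle share difference was 1.71 in WT and -2.64 in the mutant. *cited4a* was -1.08 in WT, 2.82 in the mutant and -1.71 between genotypes at UI and the cell cycle list was 0.17 in WT, 0.35 between genotypes at UI, -0.23 between genotypes at 3dpa and -0.57 as the genotype difference. The oxidative metabolism list was -0.037 in WT, -0.048 in the mutant, -0.039 between genotypes at 3dpa and reversed to -0.011 as the genotype difference. The sign reversed for *brip1* (0.25 between genotypes at 3dpa), *gapdh* (-0.063 in the mutant), *hif1ab* (0.062 in the mutant), *myh7l* (0.062 in WT), *nppa* (-0.016 between genotypes at UI), *nppb* (-0.54 between genotypes at UI), *ogdha* (0.0052 in WT), *pdk2a* (0.11 between genotypes at UI) and *ppargc1a* (0.12 in WT).

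Allowing up to 10% mitochondrial UMIs, the macrophage-like difference was -12.2 in the mutant. Cardiomyocyte-like differences were -10.01 in WT, 20.7 in the mutant, reversed to -9.32 between genotypes at UI and 21.4 between genotypes at 3dpa. Cell cycle shares differed by 9.73 in WT. *cited4a* was 2.44 between genotypes at 3dpa and the oxidative metabolism list was reversed to 0.043 in WT, -0.057 between genotypes at 3dpa and reversed to -0.039 as the genotype difference. Reversed signs were found for *pdk2a* (0.12 between genotypes at 3dpa), *slc8a1a* (0.079 between genotypes at 3dpa) and *ttn.2* (-0.088 in WT).

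Without doublet removal, the cardiomyocyte-like difference was -22.6 in WT, 13.9 in the mutant, 21.1 between genotypes at UI and 57.5 between genotypes at 3dpa. The cell cycle share difference was 2.61 in WT. *cited4a* was -1.04 in WT and 1.92 between genotypes at 3dpa and the cell cycle list was 0.25 in WT and -0.25 between genotypes at 3dpa. A change of sign was found for *brip1* (0.080 between genotypes at 3dpa), *egr1* (0.016 between genotypes at 3dpa), *hbba1* (0.054 between genotypes at 3dpa), *nppb* (-0.36 in WT) and *ppargc1a* (0.17 in WT).

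Clustering each library singly, the macrophage-like difference was -7.12 in the mutant. The cardiomyocyte-like difference was -1.44 in WT and 5.09 between genotypes at UI. Cell cycle shares differed by 8.44 in WT. The oxidative metabolism list was -0.029 in WT. The sign reversed for *pdk2a* (0.013 between genotypes at UI) and *ttn.2* (-0.054 in WT).

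At Leiden resolution 2, the macrophage-like difference was 3.61 in WT. The cardiomyocyte-like difference was -1.84 in WT, 24.3 in the mutant, 2.41 between genotypes at UI and 28.6 between genotypes at 3dpa. The cell cycle share difference was 8.80 in WT. The oxidative metabolism list was -0.014 in WT, -0.015 between genotypes at 3dpa and 0.050 as the genotype difference. Reversed signs were found for *pdk2a* (0.084 between genotypes at 3dpa), *slc8a1a* (0.040 between genotypes at 3dpa) and *ttn.2* (-0.079 in WT).

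Equal numbers of nuclei were taken by keeping those with the most UMIs, which left out the shallowest nuclei of every library but WT UI. This setting therefore changed depth as well as number. Using equal numbers of nuclei, the macrophage-like difference was -9.22 in the mutant. The cardiomyocyte-like difference was -6.82 in WT, 16.4 in the mutant, 20.4 between genotypes at UI and 43.6 between genotypes at 3dpa.

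Clustering on list genes too, the macrophage-like difference was -14.4 in the mutant. No cluster was named neutrophil-like there. A macrophage-like cluster led by *moxd1*, as neutrophil-like cluster 25 of the main setting was, held 387 nuclei of mutant UI and 2 of mutant 3dpa. Cardiomyocyte-like differences were -0.391 in WT, 7.43 between genotypes at UI and 29.3 between genotypes at 3dpa. Cell cycle shares differed by 7.16 in WT and -3.58 in the mutant. The cell cycle list was -0.35 in the mutant and 0.34 between genotypes at UI and the oxidative metabolism list was -0.027 in WT, -0.025 between genotypes at 3dpa and 0.055 as the genotype difference. A change of sign was found for *pdk2a* (0.061 between genotypes at 3dpa), *slc8a1a* (0.027 between genotypes at 3dpa) and *ttn.2* (-0.055 in WT).

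Under current marker symbols, the cardiomyocyte-like difference was 59.4 in the mutant and reversed to -26.8 between genotypes at UI. The cell cycle share difference was -5.90 in the mutant. *cited4a* was 3.62 in the mutant and -2.66 between genotypes at UI and the cell cycle list was -0.58 in the mutant and 0.59 between genotypes at UI. The oxidative metabolism list was 0.28 in the mutant, -0.26 between genotypes at UI and 0.41 as the genotype difference and the sarcomere list was 0.35 in the mutant. The sign reversed for *hif1ab* (0.17 in the mutant) and *nppa* (-0.18 between genotypes at UI).

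Thinning to 1000 UMIs, the cell cycle share difference was 7.64 in WT and -8.02 in the mutant.

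Counting nuclei with at least 1 cell cycle UMI, the cell cycle share difference was 11.4 in WT and -12.8 in the mutant.

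Scaling over all genes of each table, *cited4a* was 2.12 between genotypes at 3dpa and the oxidative metabolism list was -0.16 between genotypes at UI.

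With TMM scaling, *cited4a* was -1.52 in WT, 3.39 in the mutant and -2.53 between genotypes at UI and the cell cycle list was -0.35 in the mutant and 0.36 between genotypes at UI. The glycolysis list was -0.18 in WT and 0.18 as the genotype difference and the oxidative metabolism list was -0.27 in WT, 0.26 in the mutant, -0.30 between genotypes at UI and 0.53 as the genotype difference. The sarcomere list was 0.46 in the mutant, -1.003 between genotypes at UI and 1.02 as the genotype difference. Reversed signs were found for *gapdh* (-0.13 in WT), *hif1ab* (-0.015 in WT, 0.13 in the mutant), *nppa* (-0.14 between genotypes at UI), *pdk2a* (0.032 between genotypes at 3dpa) and *ttn.2* (-0.13 in WT).

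Subtracting free RNA, the cell cycle list was -0.27 in the mutant, 0.33 between genotypes at UI, -0.35 between genotypes at 3dpa and -0.61 as the genotype difference and the oxidative metabolism list was -0.16 in WT, -0.037 in the mutant, -0.17 between genotypes at UI and -0.050 between genotypes at 3dpa. A change of sign was found for *gapdh* (-0.058 in the mutant). The values of *hbba1* (-0.43 in WT, 0.89 between genotypes at 3dpa) are residues, since the subtraction is scaled on the haemoglobin UMIs of the same nuclei and removes them by construction. The profile subtracted was that of all barcodes of each library, cardiomyocyte-like nuclei included.

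Averaging over nuclei, *cited4a* was 2.08 between genotypes at 3dpa and the cell cycle list was -0.35 between genotypes at 3dpa.

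With a pseudocount of 1, the cell cycle list was 1.53 in WT, -1.50 in the mutant, 1.56 between genotypes at UI, -1.53 between genotypes at 3dpa and -3.04 as the genotype difference and the immediate-early list was -0.56 in the mutant and -1.67 between genotypes at 3dpa.

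Depth limits the low genes. In cardiomyocyte-like nuclei *mki67* rested on 13, 77, 64 and 10 UMIs in the libraries labelled WT UI, WT 3dpa, mutant UI and mutant 3dpa, and *egr1* on 11, 29, 42 and 14. A pseudocount of 10 CPM pulls such genes towards 0, and the cell cycle medians moved accordingly with a pseudocount of 1.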

Other observations

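No test in this part was run beyond those given above. The matrix labelled mutant UI held 35484 barcodes, against 8309, 12167 and 12360 in those labelled WT UI, WT 3dpa and mutant 3dpa. Its lowest UMI count per barcode was 320, against 500, 500 and 425, and its mitochondrial share of UMIs was 5.61%, against 0.818%, 1.92% and 1.59%. Of its barcodes, 15616 reached 500 UMIs and 9932 of these also had at most 5% mitochondrial UMIs.

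The unnamed nuclei with 2 or more cell cycle UMIs after thinning made up 0.958% in WT UI, 12.7% in WT 3dpa, 9.44% in mutant UI and 0.551% in mutant 3dpa. Endothelial or endocardial-like nuclei gave 2.13%, 9.04%, 8.55% and 0.995% in the same order, and macrophage-like nuclei 6.36%, 11.1%, 15.4% and 2.91%.

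*pln* (ENSDARG00000069404), a member of the sarcomere and calcium handling list, was found in the mutant gene tables and not among the genes shared by every table. It made up 0.158% of UMIs in the library labelled mutant UI and 0.231% in that labelled mutant 3dpa, and was left out of the list.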
